A study of Mus musculus with 4 samples. Its data were reported in "Combined deletion of Glut1 and Glut3 impairs lung adenocarcinoma growth" (2020).

How the data were processed

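RNA from 4 macrodissected lung tumours of male KP mice was sequenced, with 1 library per tumour and 1 group. KP mice carry floxed Trp53 alleles and develop lung adenocarcinoma after delivery of Cre recombinase. Per the labels, each mouse received 1500 viral units of a Cre lentivirus into the trachea, tumours were taken 22 weeks and 5 days later and dissociated to single cells, and stranded libraries of polyadenylated RNA were made from 500 ng of total RNA. The labels also call the mice heterozygous for a floxed allele without naming the gene, whereas the columns of the deposited log2 table mark the tumours as WT. The authors' methods describe control mice as wild type or heterozygous for floxed Slc2a1. The tumours are named 1 to 4 by the replicate number in the labels.

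The authors trimmed single-end reads with Cutadapt, aligned them to the mouse genome mm10 with HISAT2 and counted them per Ensembl gene. The counting tool, its strand setting and the gene annotation release were not stated. The deposited count tables hold raw counts with no normalization. The combined table and the tables of single tumours were checked against each other, and 156068 of 156068 values were equal. The authors also deposited a table of log2 normalised counts, which their methods describe as TMM followed by voom. Each deposited log2 value was given back by the voom formula, log2 CPM with 0.5 added to the count and 1 to the effective library size, once the effective size of each tumour was taken from the values of its genes with a count of 0, and 0 values then differed by more than 1e-06. TMM recomputed on the 4 libraries did not give those effective sizes, which were 1.03, 1.02, 1.02 and 1.02 times the recomputed ones. The authors' methods describe a filter on low average expression in TPM, whereas the deposited log2 table holds 39017 genes, of which 17842 had no count in any tumour. All values below were recomputed from the counts, and the deposited log2 table served as an alternative.

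Total counts per tumour were between 8151613 and 8799007, with a largest total 1.08 times the smallest. Effective library sizes were totals times TMM factors from edgeR 4.0.16 in R 4.3.3. CPM is the count scaled to the effective size (counts per 1e+06). Log2 CPM was computed with 0.5 added to each count and 1 to each effective size. Genes with a mean CPM of at least 1 over the 4 tumours were tested (14225 genes), and genes outside the marker lists and the most abundant genes were named only at a mean CPM of at least 10 (10269 genes). A value of at most 3 counts, which is 0.330 to 0.370 CPM, was taken as the floor, since a count of 0 allows up to 3 counts. Intervals of shares are Wilson intervals at 95% confidence. Reads carried no molecular identifiers, so intervals and floors cover counting error only.

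Positions and biotypes are those of GENCODE M21 on GRCm38, the build the authors aligned to. Of 39017 gene IDs, 37607 (96.4%) were found there, and they held 99.8% of all counts. The remaining 1410 IDs were used as the count tables give them. Overlapping genes and near-identical copies were looked up, because the counting could split or lose their reads. Copies were found with BLAST 2.17.0 as annotated transcripts of another gene, on either strand, sharing a stretch of at least 80 nt at 97% identity or more.

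The design has 1 group, so no groups were compared. Within each tumour, log2 CPM of Slc2a1 was compared with that of each of 14 other glucose transporters by an exact two-sided sign-flip permutation test over 4 tumours, with Benjamini-Hochberg adjustment over the panel. The smallest p this design allows is 0.125, so no comparison could pass 0.05. Spread beyond counting noise was tested per gene by a chi-square test of the 4 counts against Poisson expectations proportional to effective size (3 degrees of freedom), with Benjamini-Hochberg adjustment. The biological coefficient of variation is the square root of edgeR's common dispersion with an intercept-only design. A tumour was called apart for a gene where the gap to the nearest other tumour over the whole range of log2 CPM was above Dixon's limit of 0.829, which normal noise passes in 5% of genes.

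The marker lists hold 245 entries in 29 lists, and 245 of 245 were matched, 6 of them by identifier or older symbol. The lists are the glucose transporter panel, model genes, glycolysis, hypoxia, alveolar type 2, lamellar body and surfactant lipid, alveolar type 1, club, ciliated, endothelial, fibroblast, pan-leukocyte, macrophage, alveolar macrophage, neutrophil, T cell, B cell, plasma cell, red blood cell, proliferation, dissociation and early response, tumour progression, lung identity, gut-like identity, squamous, PPAR alpha target, sex-linked, heart or skeletal muscle and mitochondrially encoded. List genes with a mean CPM of at least 1 were used, and a value was given to lists with at least 2 such genes. The SD over tumours of a list's mean log2 CPM was placed among 10000 random lists of the same size matched on mean expression, and lists at or above the 95th percentile were counted. This describes these 4 libraries and is no test across animals.

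The tests, the filters, the lists, the alternatives and the rule for named genes were fixed before the data were examined. By that rule the text names genes of the lists, the 10 genes with the largest mean share of counts, the 10 genes with the largest SD of log2 CPM, and for each tumour the 3 genes with the largest gap among its genes past Dixon's limit. The alternatives were DESeq2 1.42.0 size factors, library size only, no filter, a mean CPM of at least 20, 2 added to each count, CPM per kilobase of transcript, the deposited log2 table, random lists from genes with a mean CPM of at least 10, the DESeq2 median gene-wise dispersion, leaving out mitochondrial genes and leaving out each tumour in turn. Doubled Slc2a1 counts and leaving out pseudogenes were added after the data were examined.

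Shifts of whole chromosomes were looked for after the data were examined. Each gene's log2 CPM was set against its mean over tumours, and the median over the genes of a chromosome with a mean CPM of at least 5 was compared with 10000 permutations of blocks of 20 neighbouring genes over the genome, with Benjamini-Hochberg adjustment over 80 medians. Trends on GC content and transcript length were removed per tumour by a regression on linear and squared terms.

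Each calculation was tested on simulated data, as counts at the real means and library sizes or as normal noise. The counting-noise test recovered 100% of 200 genes changed 4-fold in 1 tumour and called 0.0998% of 14025 unchanged genes. The Dixon ratio was past its limit in 5.02% of 14225 genes of normal noise and in 97% of 200 displaced genes. List spread was past the 95th percentile in 6% of 100 unchanged lists and in 100% of 100 lists shifted by 1. The chromosome test recovered 2 of 2 shifts of 0.3 and called 1 of 78 unshifted medians. Its simulated genes were independent noise, without correlated neighbours and not set against their mean over tumours. The rate of false calls in the real data is therefore not known from it. A null that rotated gene positions failed on simulated data and was replaced by block permutation before the real medians were tested. Dispersions of 0.2 and 0.4, as coefficients of variation, were recovered as 0.200 and 0.400. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for all steps outside R. The human tumour subtypes and the PCR, imaging and tracing experiments of the study were not analysed here.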

Results

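Transcripts were counted in 4 lung tumours from male KP mice, a model of lung adenocarcinoma in which Cre recombinase starts tumours and removes Trp53 in lung cells. The 4 tumours formed 1 group, taken 22 weeks and 5 days after tumour initiation. Total counts were 8799007 in tumour 1, 8783523 in tumour 2, 8151613 in tumour 3 and 8461019 in tumour 4 (mean 8548790 ± 307225, SD, n = 4). At this depth 3 counts corresponded to 0.330 to 0.370 CPM, the normalised read count used throughout. At least 1 count was found for 18534, 18446, 18601 and 18443 genes in tumours 1 to 4, and 14225 genes had a mean CPM of at least 1. The 37 mitochondrial genes in the table had 0 counts in all tumours, so mitochondrial transcripts could not be assessed.

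The 10 most abundant genes held 7.62% ± 1.34 (SD, n = 4) of all counts. Their share was 5.64% in tumour 1 (95% Wilson interval 5.63 to 5.66%), 7.92% in tumour 2 (7.90 to 7.93%), 8.36% in tumour 3 (8.34 to 8.38%) and 8.55% in tumour 4 (8.53 to 8.57%). The alternative that moved the mean share most was leaving out tumour 1, which gave 8.27%. The most abundant gene was the surfactant gene Sftpc with 24720 CPM ± 5053 (SD, n = 4), followed by Sftpb with 9276 ± 2311 CPM and Eef1a1 with 7035 ± 915 CPM. The others were Sftpa1, Cxcl15, Clu, Slc34a2, Lyz2, Tmsb4x and Scd1, with mean CPM between 3335 and 6830. Eef1a1 shares near-identical stretches with 4 other annotated genes, so its count is uncertain.

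The study asked which glucose transporters lung tumours express and depend on, and a panel of 15 transporters was compared within each tumour. Slc2a1 (ENSMUSG00000028645), which encodes Glut1, lies on the plus strand of chromosome 4 at 119108711 to 119137983 (GRCm38) and has 10 exons in the annotation. Its CPM was 104, 59.5, 65.4 and 44.0 in tumours 1 to 4 (mean 68.2 ± 25.5, SD, n = 4), from 370 to 946 counts. It overlaps 2 antisense genes and 1 microRNA gene, none of which exceeded 0.220 CPM in any tumour. One of the antisense genes, Gm12868, also shares a near-identical stretch with it and had 0 counts, and the count of Slc2a1 is uncertain if reads on such overlaps were discarded. Slc2a3 (ENSMUSG00000003153), which encodes Glut3, lies on the minus strand of chromosome 6 at 122727809 to 122801640 and has 10 exons. Its CPM was 312, 25.6, 456 and 70.6 (mean 216 ± 204, SD, n = 4), from 220 to 3699 counts. No other annotated gene overlaps Slc2a3 or shares a near-identical stretch with it.

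Slc2a3 was above Slc2a1 in 3 of 4 tumours, and the mean log2 difference of Slc2a1 minus Slc2a3 was -0.96 ± 1.69 (SD, n = 4). This difference was smaller than its spread between tumours (exact two-sided sign-flip permutation test, p 0.375, adjusted 0.375 over the 14 comparisons of the panel). The difference was -1.58, 1.22, -2.80 and -0.68 in tumours 1 to 4. Leaving out 1 tumour gave means from -1.69 (without tumour 2) to -0.35 (without tumour 3), so single tumours decide its size. The mean difference is 0.036 ± 1.69 (SD, n = 4), with Slc2a3 above in 2 of 4 tumours, if Slc2a1 counts are doubled to allow for a lost allele, an alternative added after the data were examined. The labels call the mice heterozygous for a floxed allele without naming the gene, the columns of the deposited log2 table mark the 4 tumours as WT, and the methods of the study describe controls as wild type or heterozygous for floxed Slc2a1. Whether these tumours lost an Slc2a1 allele is therefore not settled by the labels.

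Of the 14 other transporters, 13 were below Slc2a1 in 4 of 4 tumours. Each of these had the smallest p that 4 tumours allow (exact two-sided sign-flip permutation test, adjusted over the list alone 0.135), and 0 of 14 passed 0.05 with or without adjustment. Next after Slc2a1 came Slc50a1 with a mean CPM of 38.6 ± 5.28 (SD, n = 4), Slc2a10 with 15.5 ± 7.38, Slc2a8 with 6.91 ± 1.49 and Slc5a1 with 6.36 ± 2.44. The means of Slc2a12, Slc2a13 and Slc2a9 were 1.97, 1.77 and 1.61 CPM, and those of Slc2a2, Slc2a6 and Slc2a4 were 0.964, 0.619 and 0.488 CPM. Slc2a5, Slc2a7 and Slc5a2 were at or under 3 counts in all 4 tumours and were not detectable at this depth. Slc2a2, Slc2a12, Slc2a13, Slc5a1 and Slc5a2 overlap other annotated genes, and Slc2a12 and Slc5a2 also share a near-identical stretch with another gene, so their counts are uncertain. Per kilobase of transcript the number below Slc2a1 in 4 of 4 tumours was 12, because Slc50a1, with an annotated transcript of 1022 nt against 3260 nt, moved above Slc2a1, with a mean log2 difference of -0.91. Slc2a1 made up 23.1% ± 10.6 (SD, n = 4) of the summed CPM of the panel and Slc2a3 48.4% ± 27.1.

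**Figure D1:**
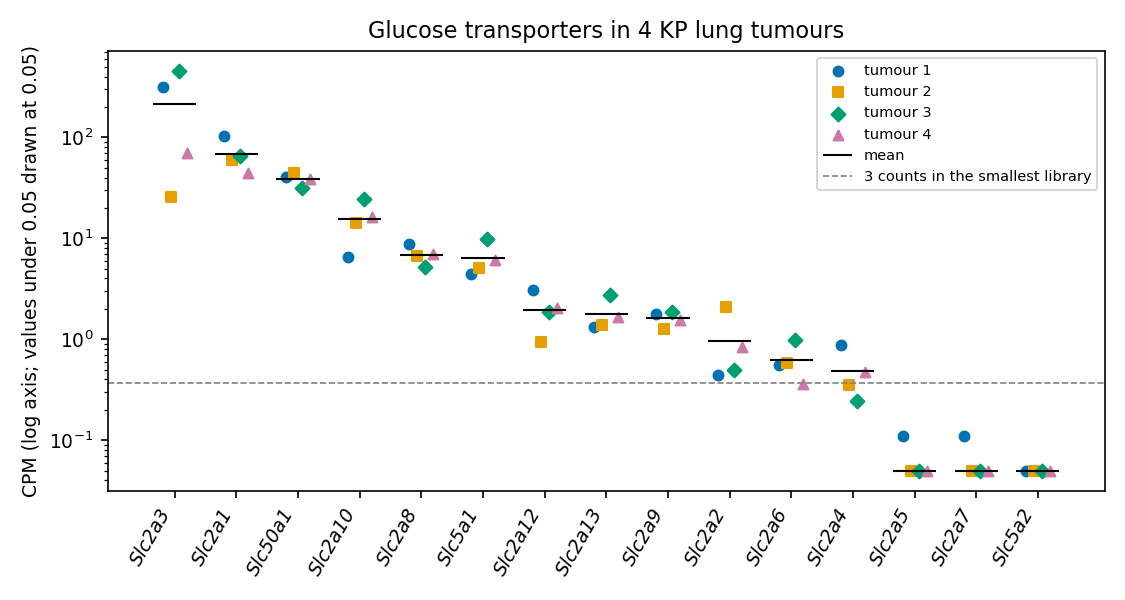
CPM of the 15 glucose transporters on a log axis, with 1 symbol per tumour and a bar at the mean of 4 tumours; the dashed line marks 3 counts in the smallest library. Slc2a3 lies between 25.6 and 456 CPM, whereas Slc2a1 lies between 44.0 and 104 CPM.

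With 1 group, the spread between tumours was itself the measurement. Of 14225 genes, 10905 (76.7%) varied beyond counting noise (adjusted p under 0.05). The number moved most at a mean CPM of at least 20, to 7311 of 8253 genes (88.6%), and the share moved most with no filter, to 11323 of 21175 genes (53.5%). Without tumour 1 the share was 62.3% and without tumour 3 it was 62.4%. The biological coefficient of variation from edgeR was 30.8%, and the median gene-wise estimate from DESeq2 moved it most, to 17.9%. Pearson's r of log2 CPM between pairs of tumours, across genes that are not independent replicates, lay between 0.900 (tumours 1 and 3) and 0.961 (tumours 2 and 4). Between 939 genes (tumours 2 and 4) and 2671 genes (tumours 1 and 3) differed by more than 2-fold. No pair of libraries agreed within counting noise, with a chi-square per gene of 17.5 in the closest pair. Each tumour had 1 library, so spread beyond counting noise cannot separate differences between tumours from those of library preparation. The SD of log2 CPM of Slc2a3 was 1.93, rank 64 of 10269 genes with a mean CPM of at least 10, and its highest value was 17.9 times its lowest. That of Slc2a1 was 0.51, rank 1253, with a 2.37-fold range.

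The 10 genes with the largest SD included 6 annotated processed pseudogenes, Gm11425, Gm14934, Rpl31-ps10, Gm15710, Gm7331 and Gm13408, each with at least 3 near-identical annotated copies, so their counts are uncertain. The others were Rpl31-ps12 (not in the annotation), Tff3, Tfap2b and E030002O03Rik. Rpl31-ps12 had 0 CPM in tumours 1 to 3 and 75.05 CPM in tumour 4, with an SD of log2 CPM of 5.17. Tff3 had 73.4 CPM in tumour 2, 0.740 CPM in tumour 3 and 0 in the other two. Tfap2b had 151, 8.60, 0 and 2.50 CPM in tumours 1 to 4, and E030002O03Rik 36.4, 7.67, 0 and 0.357 CPM.

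One tumour stood apart from the other three by Dixon's ratio in 834 of 14225 genes (5.86%), where normal noise gives 5%, or 711 genes. Tumour 3 was apart in 336 genes (139 high, 197 low), tumour 1 in 303 (131 high, 172 low), tumour 2 in 115 (58 high, 57 low) and tumour 4 in 80 (40 high, 40 low). With no filter the number was 3445 of 21175 genes, the largest move. Under DESeq2 size factors tumour 3 was apart in 338 genes and tumour 1 in 311, and under library size only in 325 and 303. The genes with the largest gaps were Scgb1a1, Gm8213 and Slc38a1 for tumour 1, Gm13408, Guca2a and Gm10284 for tumour 2, Gm11425, Xlr4a and Rec8 for tumour 3, and Rpl31-ps12, Ncoa4 and Tpt1-ps3 for tumour 4. Of these 12 genes 6 are pseudogenes or not in the annotation, and counts of Xlr4a and Ncoa4 are uncertain too, since they share near-identical stretches with 7 genes and 1 gene. Ncoa4 had 96.2, 101, 106 and 6.07 CPM in tumours 1 to 4, and Slc38a1 had 96.7, 10.5, 10.9 and 9.40 CPM.

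Bulk tumours hold tumour, immune and stromal cells, and marker lists were used to see which list means varied between tumours. The SD of a list mean can come from a few of its genes, so it does not show that they varied together. Of 28 lists with a value, 15 had an SD of their mean log2 CPM at or above the 95th percentile of matched random lists, where chance gives 1.4. Leaving out tumour 1 moved this number most, to 7. The SD of these lists was 2.63 for squamous, 1.34 for gut-like identity, 1.16 for ciliated, 1.06 for club, 1.01 for plasma cell, 0.72 for alveolar macrophage, 0.60 for alveolar type 2 and 0.50 for alveolar type 1. It was 0.49 for sex-linked, 0.43 for tumour progression, 0.42 for pan-leukocyte, 0.38 for glycolysis, 0.34 for lamellar body and surfactant lipid, 0.26 for proliferation and 0.23 for lung identity. The remaining SDs were 0.86 for T cell, 0.64 for red blood cell, 0.64 for B cell, 0.47 for neutrophil, 0.40 for heart or skeletal muscle, 0.36 for the glucose transporter panel, 0.30 for hypoxia, 0.24 for endothelial, 0.23 for dissociation and early response, 0.22 for fibroblast, 0.19 for macrophage, 0.16 for PPAR alpha target and 0.14 for model genes. The mitochondrially encoded list had no value, since its 8 genes had 0 counts. The alveolar type 2 and lamellar body lists share 6 genes, so they are not independent, and no other list shares a gene.

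Not all listed genes were detected at a mean CPM of at least 1. The squamous value rests on 2 of 6 genes, that of T cell on 4 of 8, B cell on 2 of 6, gut-like identity on 6 of 8 and heart or skeletal muscle on 2 of 6. The squamous genes were Krt14, with 21.02 CPM in tumour 1 and at most 0.833 CPM in the others, and Krt6a, with 7.70 and at most 0.833 CPM. The mean log2 CPM of the glycolysis list was 8.54 in tumour 1 and 7.69 to 7.87 in the others. Alveolar type 2 transcripts had a mean log2 CPM of 10.26 in tumour 1 and of 11.32 to 11.53 in the others. Gut-like identity was lowest in tumour 3, with 3.23 against 5.60 to 6.25.

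**Figure D2:**
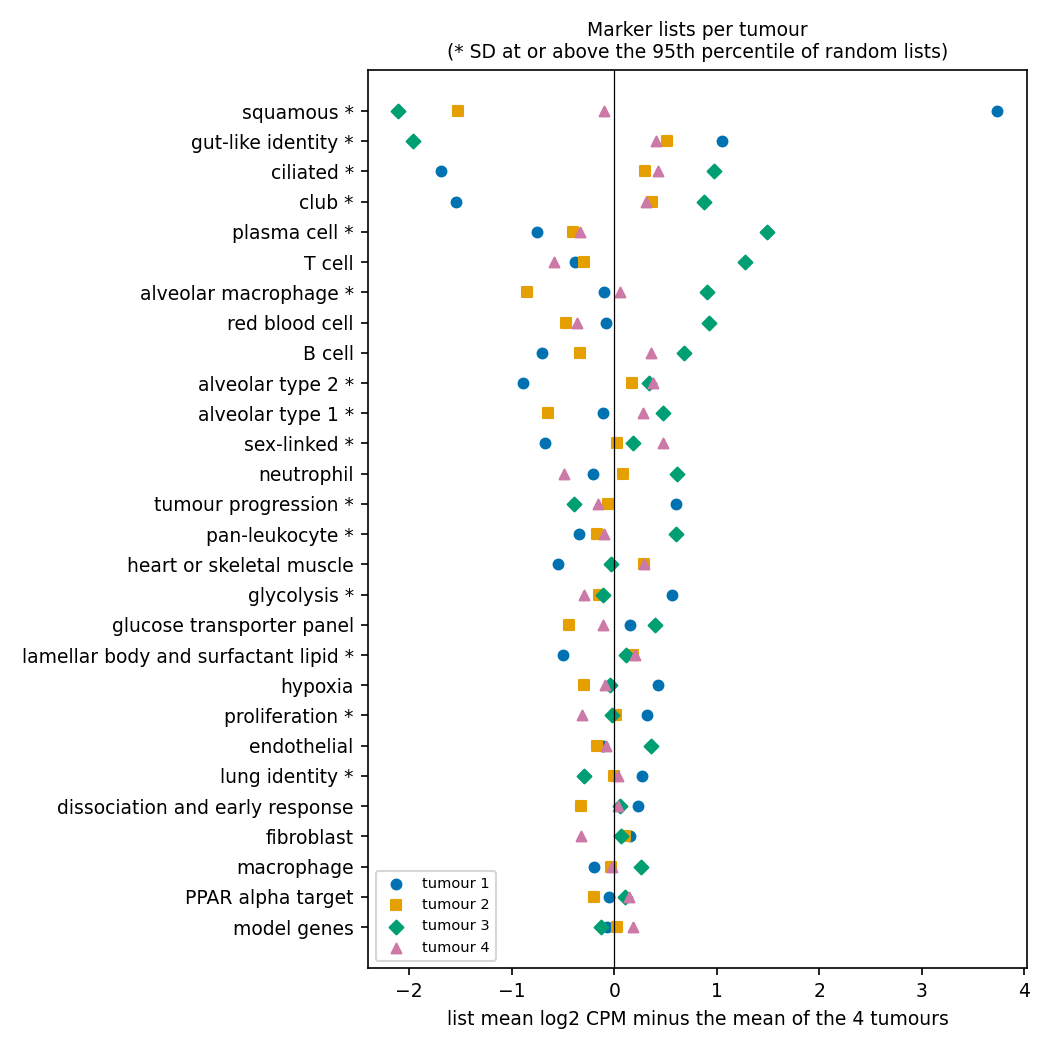
Mean log2 CPM of each marker list per tumour, minus the mean of the 4 tumours, ordered by SD; an asterisk marks an SD at or above the 95th percentile of matched random lists. Tumour 1 is lowest for alveolar type 2, club and ciliated lists, and tumour 3 is highest for pan-leukocyte, T cell and plasma cell lists.

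Among the model genes, Trp53 had a mean CPM of 11.9 ± 1.49 (SD, n = 4), Mdm2 72.4 ± 14.6, Cdkn1a 49.8 ± 19.97, Stk11 59.3 ± 4.41 and Ppara 2.47 ± 1.04. The labels give male mice. Xist had 0.880, 1.28, 2.47 and 1.43 CPM in tumours 1 to 4, and the Y-linked gene Ddx3y had 61.5, 109, 133 and 157 CPM.

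The deposited log2 values were compared with log2 CPM recomputed from the counts. All 156068 values differed by more than 1e-06, by a near-constant amount per tumour, with medians of -0.04, -0.03, -0.03 and -0.03 in tumours 1 to 4. The median absolute difference over genes with a mean CPM of at least 1 was 0.03, against a median SD between tumours of 0.29. It moved most with 2 added to each count, to 0.04.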

Values the study reported

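The study reported that Glut3 staining lay at the tumour cell membrane in 37% of small KP lesions and in 76% of big ones.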

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

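The tests of explanations in this part were all chosen after the results were seen. Dixon's limit is passed by chance in about 1 of 20 results, and of 81 results tested here 18 passed it. Of these, 12 are genes chosen for their gap, so they pass by construction, and among the other 69 results 6 passed where chance gives 3.45. The design names no biological difference between the 4 tumours, so none was tested.

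Tumour 1 lay far below the others for the alveolar type 2 list (mean log2 CPM 10.26), the lamellar body and surfactant lipid list (9.76) and Slc34a2 (1847 CPM). These are not independent, since the lists share 6 genes and Slc34a2 is in both. The genes of the alveolar type 2 list were lowest in tumour 1, with the exception of Sftpb and Abca3. Both were lowest in tumour 3, with 6601 and 759 CPM against 8261 and 876 in tumour 1. Dilution by other cells would raise the markers of those cells alike, but the difference between tumour 1 and the mean of the others was -0.45 for pan-leukocyte, -0.14 for endothelial and 0.20 for fibroblast transcripts. These differences are small and rest in part on single tumours: without tumour 3 they were -0.21, 0.02 and 0.26, and without tumour 4 the fibroblast one was 0.07. The mean of Epcam, Cdh1, Krt8 and Krt18 was higher in tumour 1 by 0.66, although Cdh1 itself was slightly lower there (842 CPM against 846 to 887), which argues against a general loss of epithelial RNA. Such dilution would also have lowered these 4 genes as a set, and their mean was higher by at least 0.59 whichever other tumour was left out, so dilution as the whole cause is argued against. Fewer alveolar type 2 transcripts within the epithelial cells of tumour 1, whatever the reason, stays open and untested.

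Scgb1a1, a club cell gene, was far lower in tumour 1 than in the others (9.79 CPM against 450 to 736). Less airway epithelium in the dissected piece is a candidate explanation, since the ciliated list was lower too, with a difference of -2.26 against -2.06 for the club list. The genes of both lists were lowest in tumour 1, with the exception of Ccdc39 and Aldh1a1. The ciliated gene Ccdc39 was highest there (5.17 CPM against 3.02 to 4.28), and the club gene Aldh1a1 lay among the others (50.8 against 43.7 to 81.6). The ciliated genes are scarce in all 4 tumours, and the highest list mean was a log2 CPM of 1.74.

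Tumour 3 lay far above the others for the endothelial list (5.07), the T cell list (1.88, from 4 genes) and Tmsb4x (5918 CPM). The SD of neither list reached the 95th percentile of matched random lists. The T cell rise came mainly from Cd2 (12.6 CPM against at most 2.14) and Cd3g (3.33 against at most 0.581). Trbc2 was only slightly highest in tumour 3, and Lck was lowest there (2.34 CPM). Of the endothelial genes, Cdh5 and Kdr were not highest in tumour 3, whereas the others were. Pan-leukocyte transcripts were higher in tumour 3 by 0.81 and plasma cell transcripts by 1.99. A lower share of epithelial cells would raise leukocyte and fibroblast transcripts alike, and the rises differed by 0.72, but the fibroblast mean decides nothing, since 5 of its 8 genes were higher in tumour 3 and the others lower. The lung identity list was lowest in tumour 3 (8.01 against 8.30 to 8.58), with Epcam at 218 CPM against 371 to 600. The epithelial genes Cdh1 (846 CPM against 842 to 887), Krt8 (676 against 589 to 1261) and Krt18 (748 against 640 to 1269) were not lowest there. Alveolar type 2 transcripts were higher in tumour 3 than the mean of the others by 0.45, but this rests on tumour 1. Their mean log2 CPM was 11.49 in tumour 3, against 10.26, 11.32 and 11.53 in tumours 1, 2 and 4. The alveolar type 1, club and ciliated lists were highest in tumour 3 (7.65, 6.03 and 1.74, against at most 7.45, 5.52 and 1.20). The gut-like identity and squamous lists were lowest there (3.23 and -2.17). A lower share of epithelial cells stays open. More leukocytes may account for Tmsb4x, whose excess of 0.99 fell to 0.18 once the pan-leukocyte mean was subtracted. This was found and tested on the same 4 libraries, and the cell types were not counted.

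The single genes with the largest gaps cannot follow from library size, since their smallest gap was 1.34 on the log2 scale and effective sizes differed by at most 0.17. In tumour 4, Ncoa4 was far lower than in the others (6.07 CPM). It has 1 near-identical annotated copy, whose CPM was higher in tumour 4 by only 5.19, against 95.02 lost by Ncoa4, so a move of reads to that copy is argued against. In tumour 3, Xlr4a was far higher (51.8 CPM), and its 7 near-identical copies together were higher too, by 11.99 CPM, which argues against reads taken from them. For Slc38a1, far higher in tumour 1 (96.7 CPM), Guca2a, far higher in tumour 2 (63.9 CPM), and Rec8, far lower in tumour 3 (0.617 CPM), no explanation other than library size was tested.

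The other genes far from the rest are pseudogenes. Gm8213 was low in tumour 1 (0.440 CPM), Gm13408 (0.929 CPM) and Gm10284 (5.34 CPM) were low in tumour 2, Gm11425 was low in tumour 3 (0 CPM), and Rpl31-ps12 (75.05 CPM) and Tpt1-ps3 (908 CPM) were high in tumour 4. Among 262 pseudogenes with a mean CPM of at least 10, 22 had an SD of log2 CPM above 1.5, and 18 of these have a near-identical annotated copy (81.8%), as have 204 of the 240 steady ones (85%; Fisher's exact test, p 0.756). Since most pseudogenes have such a copy, reads reassigned between copies cannot be told apart from other causes in this way. The summed CPM of the copies moved opposite to the pseudogene in 12 of 18 cases, but this decides nothing, since some copies were near 0 in all tumours and some pseudogenes share the same copies. A genome variant that decides which copy a read matches was not tested, since reads were not analysed here.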

How the results depend on the processing

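The alternatives fixed before the data were examined, together with 2 added afterwards, gave 147 values for 21 results, and 139 of them kept their direction or stayed within the spread or within 1.5 times the count. A further 6 moved and 2 reversed. The 139 include values that could not move, those of differences within tumours in the deposited log2 table and of the share of counts without mitochondrial genes. They also include values that could not change direction. Since 13 transporters were below Slc2a1 in 4 of 4 tumours, leaving out 1 tumour or adding 2 to each count could not reverse them or lower their number.

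Slc2a3 stayed above Slc2a1 in the mean, from -1.69 to -0.35 across the 4 fits that each left out one replicate and -0.68 per kilobase of transcript. The deposited log2 table differs by a scale per tumour, so it could not move these differences within tumours and says nothing about their stability. With doubled Slc2a1 counts, which bound what loss of an allele could hide, the mean changed sign to 0.036 ± 1.69 (SD, n = 4), with Slc2a3 above in 2 of 4 tumours, so neither gene was higher. Slc50a1 reversed to -0.91 against Slc2a1 per kilobase of transcript, because its transcript is shorter.

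The biological coefficient of variation moved to 24.9% at a mean CPM of at least 20, to 17.9% with the DESeq2 median gene-wise dispersion, and lay between 26.8 and 34.5% across the 4 fits that each left out one replicate. At the stricter filter fewer genes of low count entered the estimate, and the DESeq2 value is a median over genes rather than a common value. The number of genes with one tumour apart moved to 3445 with no filter and to 484 at a mean CPM of at least 20. These follow the number of genes tested at the stricter filter (5.86% of 8253), but not with no filter (16.3% of 21175). There, a gene with a single count in one tumour and none in the others passes by arithmetic. Slc2a5 and Slc2a7, with a count in tumour 1 only, had a Dixon ratio of 0.942. How many of the added genes are such cases was not counted.

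The number of marker lists with an SD at or above the limit lay between 7 and 16 across the 4 fits that each left out one replicate. Without replicate 1 it fell to 7, of which 5 were among the 15 lists counted with all tumours, so tumour 1 decides much of this number. In all 10 settings 3 lists were past the limit, alveolar type 1, alveolar macrophage and gut-like identity. Their genes did not all vary alike. In the alveolar macrophage list, Chil3, Ear2, Marco, Siglecf and Car4 were highest in tumour 3, whereas Fabp4 and Krt79 were highest in tumour 1. In the gut-like list, Hnf4a, Tff1, Gkn1 and Vil1 were lowest in tumour 3, Lgals4 in tumour 1 and Gkn2 in tumour 4. The number of genes varying beyond counting noise lay between 8807 and 10244 across those 4 fits. The number of transporters below Slc2a1 stayed at 13, but leaving out a tumour could not lower it, since all 13 were below in every tumour. Leaving out mitochondrial genes moved nothing, since none had a count. Leaving out tumours was not run for genes with one tumour apart, since Dixon's limit here is for 4 values.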

Other observations

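The tests of GC content and transcript length, of a local cluster and of normal cells for chromosome shifts were written before their outcomes were seen, and the other tests in this part were chosen after the results were seen.

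The spread of Slc2a3 between tumours (SD of log2 CPM 1.93) was set against technical explanations. Effective library sizes differed by 1.12 times, against a 17.9-fold range. Removing each tumour's trend on GC content and transcript length left an SD of 1.96. There were 0 other annotated genes with a near-identical stretch, and the median of chromosome 6 genes had a range of only 0.23 on the log2 scale over tumours, against 4.16 for Slc2a3. Library size, GC content and transcript length, annotated copies and a chromosome 6 shift are argued against as the whole cause. Subtracting the pan-leukocyte list left an SD of 1.77, the neutrophil list 1.80, the macrophage list 1.88 and the endothelial list 1.77. The means of these lists had SDs of only 0.42, 0.47, 0.19 and 0.24, so subtracting them could not have removed most of the spread. For these cells, only a change of Slc2a3 in proportion to the list mean is argued against. Cells that carry Slc2a3 without moving a list mean are not argued against. A difference in Slc2a3 between the tumour cells may remain as a hypothesis, found and tested on the same 4 libraries, while other cell types and a sample swap stay untested.

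Genes of one chromosome tended to deviate together. Over 11662 genes, 51 of 80 medians (20 chromosomes in 4 tumours) had an adjusted p under 0.05 by block permutation, and 52 without adjustment. The largest were -0.34 for chromosome 16 (375 genes), 0.25 for chromosome 3 (590 genes) and 0.24 for chromosome 17 (577 genes) in tumour 1, and -0.32 for chromosome 3, 0.24 for chromosome X (378 genes) and -0.22 for chromosome 14 (401 genes) in tumour 3. Each of these had an adjusted p of 0.000276, which comes from the smallest p that the permutations can give. Since each gene is set against its mean over tumours, a shift in one tumour forces opposite ones in the others, so the 51 are not separate events.

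After removing trends on GC content and transcript length, 51 of the 51 stayed past the limit with the same sign, which argues against such bias as the whole cause. In 51 of 51 the genes on either side of the chromosome's middle gene shifted the same way, as for chromosome 3 in tumour 3 (-0.32 and -0.31), which argues against a local cluster of genes. Without list genes and the most variable genes, 48 stayed past the limit, which argues against different content of normal cells, as far as the lists cover it. Gain or loss of whole chromosomes in tumour cells may explain the shifts. This is a hypothesis, since the medians had been looked at before they were tested, and no DNA was analysed here.

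Y-linked transcripts deviated from their mean by a median of -0.57 in tumour 1, 0.13 in tumour 2, -0.18 in tumour 3 and 0.55 in tumour 4, over 6 genes of which 4 were lowest in tumour 1. Female cells in tumour 1 are unlikely, since Xist was lowest there, at 0.880 CPM. The level that female cells would give was not measured, and loss of the Y chromosome from some cells was not tested.

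Pseudogenes made up 20% of the 110 annotated genes with a mean CPM of at least 10 and an SD of log2 CPM above 1.5, against 2.56% of all annotated genes at that expression.

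The deposited log2 table was scaled by larger effective sizes than TMM gives on these 4 libraries. A filter on low genes before TMM is argued against, because the factors of TMM multiply to 1 and a filter can only lower totals, while the product of implied size over total count was 1.09. Scaling together with further libraries, or totals that include other reads, stays open and was not tested.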
